# Dual function of tropodithietic acid as antibiotic and signaling molecule in global gene regulation of the probiotic bacterium *Phaeobacter inhibens*

**DOI:** 10.1038/s41598-017-00784-7

**Published:** 2017-04-07

**Authors:** Paul G. Beyersmann, Jürgen Tomasch, Kwangmin Son, Roman Stocker, Markus Göker, Irene Wagner-Döbler, Meinhard Simon, Thorsten Brinkhoff

## Abstract

Antibiotics are typically regarded as microbial weapons, but whereas their function at concentrations lethal for bacteria is often well characterized, the role of antibiotics at much lower concentrations as possibly found under natural conditions remains poorly understood. By using whole-transcriptome analyses and phenotypic screenings of the marine bacterium *Phaeobacter inhibens* we found that the broad-spectrum antibiotic tropodithietic acid (TDA) causes the same regulatory effects in quorum sensing (QS) as the common signaling molecule N-acyl-homoserine lactone (AHL) at concentrations 100-fold lower than the minimal inhibitory concentration against bacteria. Our results show that TDA has a significant impact on the expression of ~10% of the total genes of *P. inhibens*, in the same manner as the AHL. Furthermore, TDA needs the AHL associated LuxR-type transcriptional regulator, just as the AHL molecule. Low concentrations of antibiotics can obviously have a strong influence on the global gene expression of the bacterium that produces it and drastically change the metabolism and behaviour of the bacterium. For *P. inhibens* this includes motility, biofilm formation and antibiotic production, all important for settlement on new host-associated surfaces. Our results demonstrate that bacteria can produce antibiotics not only to antagonise other bacteria, but also to mediate QS like endogenous AHL molecules.

## Introduction

Since the discovery of penicillin in 1929, more than 200 antibiotic drugs that are direct natural products have been discovered and their inhibitory bioactivity has been extensively studied^1, 2^. Whereas the function of these antibiotics at concentrations lethal for bacteria is often well characterized, their role in natural environments at sub-inhibitory concentrations remains poorly understood^3^. In recent years it was proposed that antibiotics may not only serve as killing or growth-inhibitory compounds, but also function as inter-microbial signals even below the minimal inhibitory concentration^3–7^. Antibiotics at sub-inhibitory concentrations have been found to interfere with bacterial cell regulation systems, altering global transcription patterns and affecting up to 5–10% of all transcripts^4, 8–10^, including regulators involved in quorum sensing (QS). QS is a cell-to-cell communication system mediated by signaling molecules inducing expression of defined sets of genes, e.g., encoding for energy-intensive processes like biofilm formation, cell motility and antibiotic production, and hypothesized to facilitate adaptations to environmental stimuli^11–13^. The addition of antibiotics to *Chromobacterium violaceum* cultures enhanced production of the QS signaling molecules *N*-acyl-homoserine lactones (AHLs). Because of the diverse molecular structures of antibiotics, however, the possibility that they act as AHL analogues was previously ruled out^6^. Our data demonstrate, instead, that the antibiotic tropodithietic acid (TDA) can act like the endogenous AHL in the marine bacterium *Phaeobacter inhibens* in triggering QS.

*Phaeobacter inhibens* is a strong and competitive biofilm producer^14^, found to be associated with various eukaryotic organisms, and is a member of the *Roseobacter* group (family *Rhodobacteraceae*, *Alphaproteobacteria*), which is highly abundant in marine habitats^15, 16^. *Phaeobacter inhibens* as well as members of the genera *Ruegeria* and *Pseudovibrio* can produce TDA^17^, however, to this day, only a few TDA-tolerant strains have been found in the natural environment, co-occurring with TDA producers^18^. TDA has anticancer activities and the mode of action of TDA is similar to that of large polyether antibiotics, which work by disrupting the proton motive force^19^. Thus, there is an increasing interest in TDA as an antibiotic and in *Phaeobacter* as a probiotic organism in aquacultures and other applications^20–22^.

Production of TDA has been described for various genera, able to increase TDA gene expression by cross-feeding, suggesting that TDA functions as an autoinducer of its own synthesis^23^. Presence of genes coding for diguanylyl cyclases and c-di-GMP (cyclic dimeric guanosinmonophosphate)-specific phosphodiesterases in *P. inhibens* and other roseobacters suggests that c-di-GMP signalling is a universal feature of this group, and TDA production in *Ruegeria mobilis* was found to be influenced by intracellular c-di-GMP concentrations^24^. It was suggested that in the *Roseobacter* clade intra and extracellular cues are integrated via a c-di-GMP second messenger system and that expression of phenotypic traits specific for either planktonic or attached life is regulated in response to c-di-GMP concentrations^24^.

Biosynthesis of TDA in *P. inhibens* is regulated by AHL-mediated QS based on a *luxIR* homologous system with *pgaI* encoding for the N-3-hydroxydecanoylhomoserine lactone (3OHC(10)-HSL) synthase, and *pgaR* for the corresponding AHL response regulator^17^. Mutants of these genes (*pgaI* ^*−*^ and *pgaR* ^*−*^) were deficient in TDA production. TDA at sub-inhibitory concentrations restored TDA gene expression in *pgaI* ^*−*^, but not in *pgaR* ^*−*^, confirming the role of TDA as an autoinducer^17^. This prompted us to consider whether TDA regulates more than its own biosynthesis. Using whole-transcriptome analyses and phenotypic screenings, we show that gene expression and gene functions are mediated by both TDA and AHL, and demonstrate that production of TDA in *P. inhibens* can substitute production of its AHL.

## Results

### Global gene regulation by AHL-mediated QS

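Total RNA was taken from *P. inhibens* cultures harvested in the late exponential growth phase and compared on a customized Agilent two-color microarray. The cultures formed 4 groups: the WT, the *pgaI*− mutant, in which the AHL synthase gene carries a gentamicin resistance marker, the *pgaR*− mutant, in which a transposon with the same kind of marker interrupts the AHL regulator gene, and *pgaI*− grown with 1.5 µM TDA (*pgaI*− + TDA). Each group had 4 cultures, of which 2 were labelled with Cy3 and 2 with Cy5. The 16 cultures were hybridized in pairs to 8 arrays in a loop, so that WT shared arrays with *pgaI*−, *pgaI*− with *pgaR*−, *pgaR*− with *pgaI*− + TDA, and *pgaI*− + TDA with WT. The loop was made with 2 sets of 4 arrays, and all 8 arrays lay on 1 slide and were read in 1 scan. Each array held 15208 gene spots for 11670 probes, and 3814 of the genes had 3 probes. The authors deposited the median foreground and background intensity of every spot in each dye. From these intensities, log2 ratios of Cy5 over Cy3 were computed with normexp background correction, loess normalization within each array and the mean over the spots of a probe and the probes of a gene. Fold changes are log2 fold changes from 1 limma model of all 8 arrays, with *p*-values adjusted after Benjamini and Hochberg within each of 6 comparisons. A gene was called differentially expressed with the thresholds of the methods, an adjusted *p*-value of at most 0.01 and an absolute log2 fold change of at least 1. Signals per culture are given as log2 intensities of the single dyes. The median gene signal of a culture lay between 1901 and 4206 intensity units and that of the negative control spots between 1089.5 and 2107. The scanner software rated a median of 76.6% of the gene spots as well above background in WT, 82.8% in *pgaI*−, 83% in *pgaR*− and 76.8% in *pgaI*− + TDA. Single cultures ranged from 61.2% to 90%. The number of arrays, which leaves 5 residual degrees of freedom per gene, limits the precision.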

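In the cultures labelled *pgaI*−, the log2 signal of *pgaI* (PGA1_c03890, a putative acyl-homoserine-lactone synthase) was 8.65 ± 0.09 (SD, n = 4), against 11.54 ± 0.17 (SD, n = 4) in WT. The log2 fold change was -2.79 (standard error 0.144, adjusted p = 1.66e-06), and all 4 *pgaI*− cultures lay under all 4 WT cultures. In the *pgaI*− cultures 2 of the 3 *pgaI* probes were not well above background in any measurement, so the size of this fall depends on the background correction. With these probes at the background level *pgaI* was at least 4.8-fold lower. *pgaR* (PGA1_c03880) had a log2 fold change of 0.59 (standard error 0.206, adjusted p = 0.108) in the cultures labelled *pgaR*− compared to WT and was not called. Its 3 probes differed, with log2 differences of 0.12, 2.13 and -0.29 between *pgaR*− and WT. With the median over probes the log2 fold change was -0.05, so its direction depends on how the probes are combined. In “*pgaI*− vs. WT” 354 genes were called (235 higher and 119 lower in the mutant), which is 9.12% of the genes tested. In “*pgaR*− vs. WT” 306 genes were called (197 higher and 109 lower), or 7.89%. In each of these comparisons, 27 of the called genes had a group whose spots were not well above background. The largest rise in *pgaI*− was that of PGA1_c22500, with a log2 fold change of 6.85 (standard error 0.238, adjusted p = 5.63e-07), a gene for which 3 of 12 WT measurements were well above background and which was also called in “*pgaI*− + TDA vs. WT”. The largest fall was that of PGA1_pA00810, with a log2 fold change of -5.85 (standard error 0.26, adjusted p = 9.08e-07). In *pgaR*− the largest rise was 6.24 for PGA1_c35870 and the largest fall -6.31, again for PGA1_pA00810. Of the 12 measurements of PGA1_pA00810, 6 were well above background in *pgaI*− and 2 in *pgaR*−, so the size of its fall and its rank depend on the background level. Of the other ways to process the arrays, leaving out the background correction moved the count for *pgaI*− most, to 213 genes, of which 212 were among the 354.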

Compared to the transcriptome of the *P. inhibens* wild type strain (WT), lack of the AHL molecule or of the AHL regulator significantly changed gene expression, with 410 genes affected in *pgaI* ^*−*^ and 326 in *pgaR* ^*−*^ (*p* ≤ 0.01), corresponding to 10.5% and 8.4% of the total genes, respectively (Fig. 1, Table S1). 

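In the comparisons of the mutants *pgaI*− and *pgaR*− with WT, 280 genes were called in both, each in the same direction. The log2 fold changes of the 2 comparisons had a correlation of 0.959 across all genes tested, which are not independent replicates. Because both comparisons use the same WT cultures, chance alone makes their values correlate. In 100 simulations of unchanged groups in the same loop, with the residual spread of each gene, the correlation had a mean of 0.577 and reached at most 0.621, and no gene was called in both comparisons. The simulated noise was independent between genes, so chance spread and overlap are understated where genes vary together. With the signs of whole-array residuals changed, which keeps genes together, up to 2 genes were called in *pgaI*− and up to 79 in *pgaR*−. Their overlap was not counted. Without background correction the number of shared genes was 186.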

The expression patterns for “*pgaI* ^*−*^ vs. WT” and “*pgaR* ^*−*^ vs. WT” showed almost the same result (Fig. 1), with 307 identical genes differentially expressed in *pgaI* ^*−*^ and in *pgaR* ^*−*^ compared to the transcriptome of the WT (Table S1). 

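Between the *pgaI*− and *pgaR*− cultures, 131 genes had an unadjusted p under 0.05 and 1 gene was called. This gene was PGA1_c03890, with a log2 fold change of -1.87 (standard error 0.144, adjusted p = 0.00286) and a lower signal in all 4 *pgaI*− cultures than in the *pgaR*− cultures. Its signal in *pgaR*− was 10.57 ± 0.21 (SD, n = 4). With the *pgaI*− probes that were not well above background at the background level, it was at least 2.5-fold lower in *pgaI*−. With the 8 arrays left out in turn, the log2 fold change stayed between -1.97 and -1.74. The gene was called only without the *pgaR*− and *pgaI*− + TDA array of replicate 1, where limma called 2 genes, and not without any of the others. Over 18 other ways to process the arrays the log2 fold change lay between -2.97 and -0.72 and the adjusted p between 4.1e-07 and 0.567.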

When compared to each other, the transcriptomes of both mutants showed only one differentially expressed gene, namely *pgaI*, explained by the insertion in *pgaI* ^*−*^. Thus, the corresponding AHL and AHL regulator co-mediate QS in *P. inhibens* and regulate the same ~10% of the genome.

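In all, 380 genes were called in at least 1 of the comparisons of the mutants with WT. From the near identity of the expression patterns of the mutants, and from *pgaI* as the only gene that separates them, the paper concludes that the AHL and its regulator mediate QS together and act on the same genes.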

**Figure 1:**
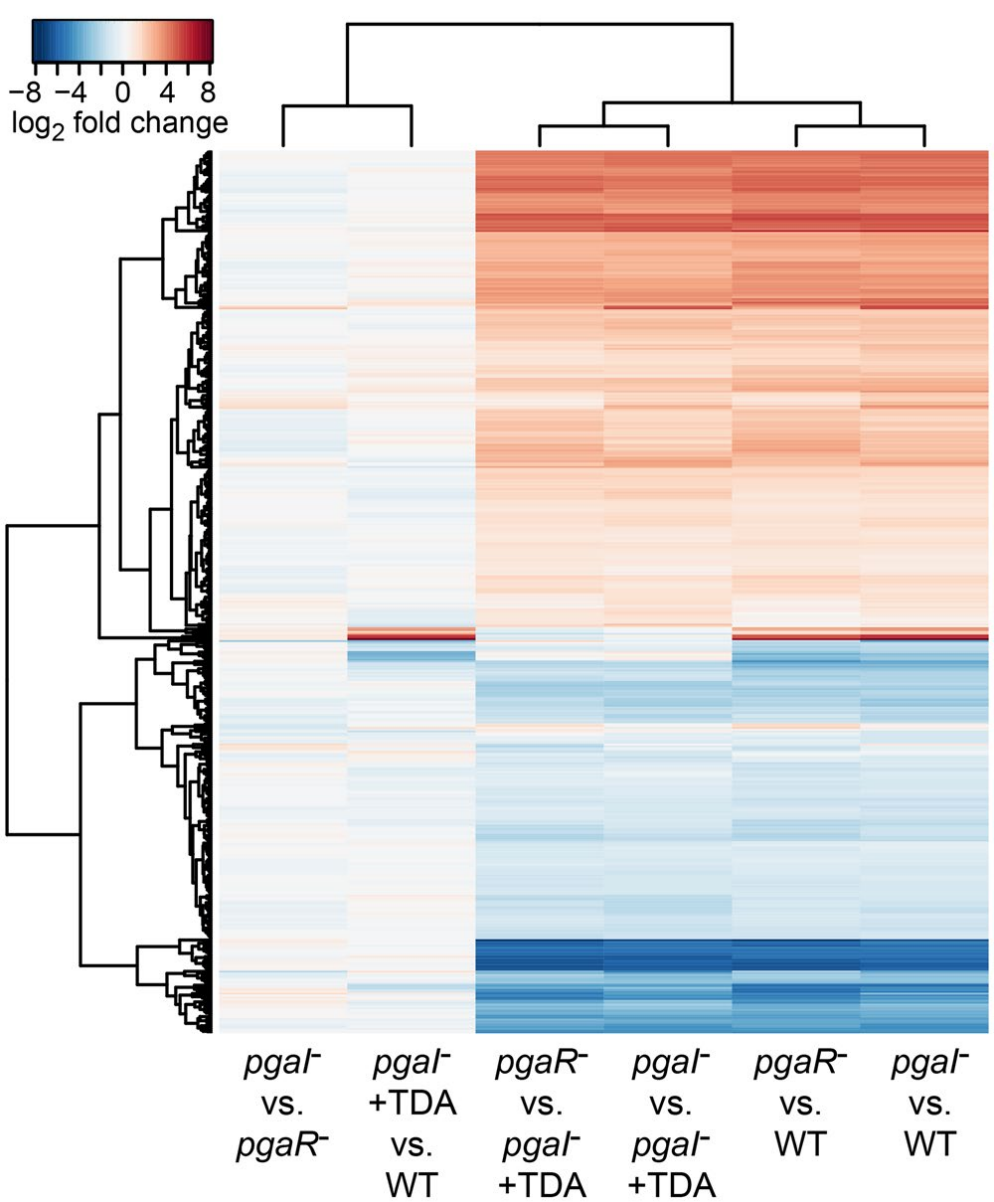
Hierarchical clustering based on gene expression patterns of WT and mutants of *P. inhibens* analysed by whole transcriptome microarrays. In each column two transcriptomes are compared. “+TDA” indicates addition of subinhitory amounts of TDA to the culture (Methods). Identical genes are at the same height in each column and clustered in height based expression fold changes. Red indicates upregulated, blue downregulated gene expression of the upper strain with respect to the lower strain listed below the respective column. Dendrograms are based on euclidean distances and provide a measure of relatedness, at the left side for clustered differentially expressed genes and at the top for the different microarrays. Minor differences between the two microarrays “*pgaI* ^*−*^ vs. WT” and “*pgaR* ^*−*^ vs. WT” are largely based on statistical calculations including cut-off values (absolute value of fold change ≥1, *p*-value < 0.01).

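In “*pgaI*− vs. WT” 74 genes were called that were not called in “*pgaR*− vs. WT”, and all 74 changed in the same direction there. In that other comparison 41 of them met the fold change threshold, 2 met the *p*-value threshold of 0.01, and 52 had an adjusted p of at most 0.05. For the 71 of them with measurements well above background in WT and both mutants, the median absolute log2 fold change was 1.34 in *pgaI*− and 1.07 in *pgaR*−, and the median standard error was 0.225 and 0.260. The larger error follows from the loop, in which no array holds both *pgaR*− and WT. In the opposite case 26 genes were called only with *pgaR*−, all in the same direction with *pgaI*−. Of these, 1 met the fold change threshold with *pgaI*−, 18 met the *p*-value threshold and 25 had an adjusted p of at most 0.05. For the 25 of them that were well above background in each group the median absolute log2 fold change was 1.14 in *pgaR*− and 0.90 in *pgaI*−. In limma's direct test of the mutants against each other, only *pgaI* was called among the former genes, of which 20 had an unadjusted p under 0.05, and 0 of the latter were called, of which 8 had an unadjusted p under 0.05.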

### Global gene regulation by TDA-mediated QS

By adding sub-inhibitory concentrations of TDA to the AHL synthase-deficient mutant of *P. inhibens* (*pgaI* ^*−*^ + TDA), we studied whether TDA influences expression of more genes than those encoding for its own biosynthesis. Typical minimum inhibitory concentrations (MIC) of TDA against diverse bacteria range from 188.5 µM to 5.9 mM^20^. At ca. 1 mM, TDA also starts to inhibit *Phaeobacter* spp^20, 25^. Here we used a TDA concentration of 1.5 µM, >100-fold lower than typical MICs for this antibiotic.

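With 1.5 µM TDA in the medium, 283 genes differed between the *pgaI*− cultures without and with TDA, or 7.29% of the genes tested. Of these, 186 were higher and 97 lower without TDA. The largest difference upwards was that of PGA1_c35870, with a log2 fold change of 5.18 (standard error 0.449, adjusted p = 6.91e-05). Its log2 signal was 16.82 ± 0.32 (SD, n = 4) in *pgaI*− and 12.48 ± 0.53 (SD, n = 4) in *pgaI*− + TDA, with no overlap between the cultures. The largest difference downwards was that of PGA1_c32520, with a log2 fold change of -5.83 (standard error 0.246, adjusted p = 1.93e-06). Its signal was 9.87 ± 0.74 (SD, n = 4) without and 15.37 ± 0.36 (SD, n = 4) with TDA, again without overlap.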

The influence of TDA on global gene regulation is apparent from the comparison of transcriptomes of *pgaI* ^*−*^ and *pgaI* ^*−*^ + TDA, which showed 297 genes differentially expressed (Fig. 1, Table S1). Of these genes, 274 are also differentially expressed in the “*pgaI* ^*−*^ vs. WT” microarray and 241 in the “*pgaR* ^*−*^ vs. WT” microarray. 

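Of the genes called between *pgaI*− without and with TDA, 260 were also called in “*pgaI*− vs. WT” and 232 in “*pgaR*− vs. WT”, each in the same direction. The first overlap rests in part on the *pgaI*− cultures, which both comparisons use. Its log2 fold changes had a correlation of 0.926 across genes, against a mean of 0.573 in the simulations of unchanged groups. The second overlap joins comparisons with no group in common, although both are fitted from all 8 arrays. Here the correlation across genes was 0.866, while the simulations had a mean of -0.006 and a maximum of 0.057. Their noise was independent between genes, so this maximum can be too low where genes vary together.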

Importantly, a comparison of the whole transcriptomes of *pgaI* ^*−*^ + TDA and the WT revealed that only 15 genes were differentially expressed (Fig. 1, Table S1). 

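Between *pgaI*− + TDA and WT, 18 genes were called (7 higher and 11 lower with TDA), or 0.46% of the genes tested, and 270 genes had an unadjusted p under 0.05. All 18 were also called in “*pgaI*− vs. WT” in the same direction, and 16 of them in “*pgaR*− vs. WT”. The largest rise was that of PGA1_c22500, with a log2 fold change of 7.47 (standard error 0.238, adjusted p = 1.96e-06) and a log2 signal of 16.65 ± 0.25 (SD, n = 4) with TDA against 8.84 ± 0.89 (SD, n = 4) in WT. The largest fall was that of PGA1_pA00300, with -2.56 (standard error 0.269, adjusted p = 0.00257). Of its 12 measurements with TDA, 4 were well above background, so the size of its fall and its rank depend on the background level. *pgaI* itself, which stays interrupted in these cultures, had a log2 fold change of -2.32 (standard error 0.144, adjusted p = 1.21e-04), or at least 3.4-fold lower with the 2 probes that were not well above background with TDA at the background level. Of the 18 genes, 12 lie in 2 runs of neighbouring loci, 7 between PGA1_c22200 and PGA1_c22580 and 5 between PGA1_pA00300 and PGA1_pA00350. These runs were singled out after their values were seen. The number of called genes fell to 8 without either of the arrays that hold *pgaI*− + TDA and WT together, and all 8 were among the 18. The balance of directions is not settled, with 5 of these 8 genes higher, and 8 of 13 higher with scale normalization between arrays.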

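The mean log2 signals of the groups were compared across all genes tested, after loess normalization within and Aquantile normalization between arrays. WT and *pgaI*− + TDA had a Pearson correlation of 0.979 and a Spearman correlation of 0.980. *pgaI*− and *pgaR*− had correlations of 0.985 and 0.983. The other pairs were lower, with 0.839 and 0.834 for WT and *pgaI*−, 0.832 and 0.837 for WT and *pgaR*−, 0.856 and 0.847 for *pgaI*− and *pgaI*− + TDA, and 0.856 and 0.854 for *pgaR*− and *pgaI*− + TDA. Single cultures of 1 group had Pearson correlations between 0.925 and 0.992. These correlations are across genes, which are not independent replicates, and they include the level that each gene has in all groups. With each gene centred on its mean over the 16 cultures, the mean correlation over pairs of cultures on different arrays was 0.58 (SD 0.104, 14 pairs) for WT and *pgaI*− + TDA and 0.619 (SD 0.157, 14 pairs) for the mutants. For the other pairs of groups it lay between -0.768 and -0.626, where the centring itself pushes part of the pairs under 0. Restricting the genes to those called in a mutant compared to WT moved the uncentred values most, to a Pearson correlation of 0.124 for WT and *pgaR*−.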

The whole transcriptomes of the *pgaI* ^*−*^ + TDA and the WT are highly correlated with each other, but not with the transcriptomes of the two mutants (*pgaI* ^*−*^ and *pgaR* ^*−*^), which are highly correlated with each other, too (Fig. S1). This demonstrates that exogenous TDA largely restored the WT transcriptome in *pgaI* ^*−*^ in the late exponential growth phase. 

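The effect of TDA was set against the effect of the AHL regulator with differences that have no group in common. Across the genes called in “*pgaR*− vs. WT”, the log2 difference between *pgaI*− and *pgaI*− + TDA rose with the log2 difference between *pgaR*− and WT with a slope of 0.836, and with slopes of 0.792 and 0.872 in the separate array sets. A slope of 1 would mean equal differences, and these genes were chosen by their difference on the x axis. The correlation across these genes was 0.952. With scale normalization between arrays the slope was 0.728. Of the genes called in “*pgaI*− vs. WT”, TDA moved 344 towards the WT level and removed at least 0.5 of the log2 difference for 335 and less than 0.25 of it for 15. The median part removed was 0.948. This part uses the *pgaI*− cultures in both differences, so that their noise raises it.

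**Figure D1:**
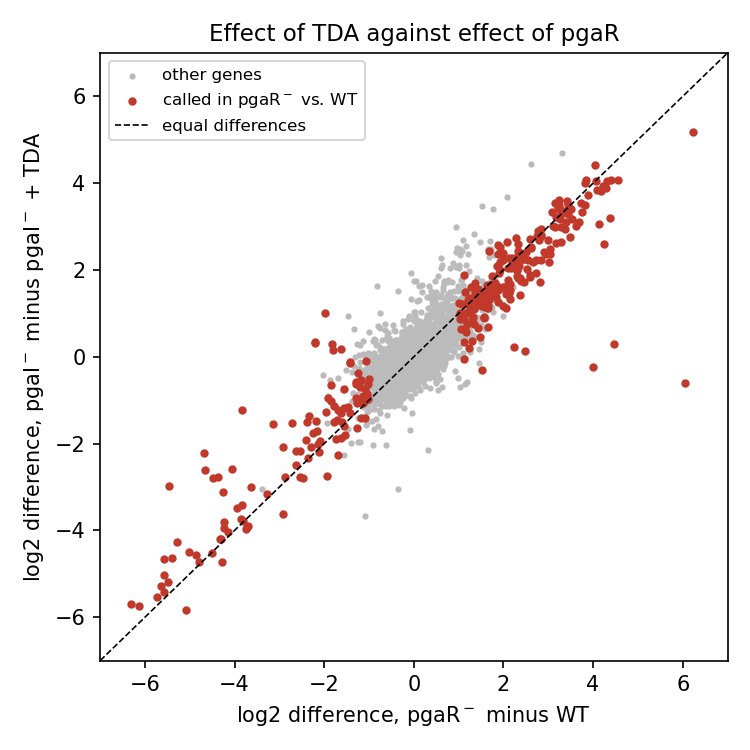
Log2 difference between *pgaI*− and *pgaI*− + TDA (y axis) against the log2 difference between *pgaR*− and WT (x axis), with 1 point per gene, red for the genes called in “*pgaR*− vs. WT”, and a dashed line at equal differences. The red points rise with a fitted slope of 0.836, less steep than this line, and some on both sides lie near 0 on the y axis.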

Results derived from comparisons of the transcriptomes of both mutants either with that of the WT or that of the *pgaI* ^*−*^ + TDA highly resemble each other (Fig. 1). This shows that TDA substitutes the lacking AHL in *pgaI* ^*−*^ and thus has an influence on global gene expression in a manner very similar to the AHL molecule.

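In the comparison of *pgaR*− with *pgaI*− + TDA, 309 genes were called, of which 202 were higher in *pgaR*− and the others lower. Of these, 262 were called in the same direction in “*pgaR*− vs. WT”, 269 in “*pgaI*− vs. WT” and 257 between *pgaI*− without and with TDA. The gene called in opposite directions in “*pgaR*− vs. WT” and here was PGA1_c22500, with a log2 fold change of -1.41 (standard error 0.238, adjusted p = 0.00375) between *pgaR*− and *pgaI*− + TDA, named after its values were seen. This call was lost under 5 of 18 other ways to process the arrays and with 2 of the 8 arrays left out in turn. In “*pgaI*− vs. WT” and here, 2 genes were called in opposite directions, this gene and *pgaI*. From the likeness of these comparisons, the paper concludes that TDA takes the place of the missing AHL in *pgaI*− and acts on global gene expression in much the same way as the AHL.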

### Specific gene functions regulated by AHL and TDA

Genes that were found differentially expressed in the microarrays were assigned to clusters of orthologous groups (COGs) based on their proposed gene functions (Fig. 2, Table S1), to gain insights into probable functions of QS-regulated gene clusters. Microarray data for each of the AHL mutants compared to the WT or *pgaI* ^*−*^ + TDA show that the same functional COG categories are up- or down-regulated in a similar number of genes (Fig. 2). 

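The assignment of genes to COG categories was taken from Table S1, of which 1973 of 3892 rows were used here, so the counts below cover that part and no test of enrichment was made. These are the first rows of the table and no random sample. Of the genes tracked one by one, those up to PGA1_c19090 are in this part. Those from PGA1_c22200 on and those on pA are not. Of 60 genes for signal transduction mechanisms, 8 were higher and 1 was lower in “*pgaI*− vs. WT”, and the same numbers were counted in “*pgaR*− vs. WT”. Compared to *pgaI*− + TDA, 8 of these 60 genes were higher in *pgaI*− and 11 in *pgaR*−. Of 30 genes for intracellular trafficking and secretion, 8 were higher and 1 was lower in each of the 4 comparisons. Of 165 genes for amino acid transport and metabolism, 9 were higher and 5 lower in “*pgaI*− vs. WT”, 6 and 4 in “*pgaR*− vs. WT”, 6 and 2 between *pgaI*− and *pgaI*− + TDA, and 6 and 4 between *pgaR*− and *pgaI*− + TDA. The 97 genes for energy production and conversion had 8 higher and 4 lower in *pgaI*− compared to WT, and 2 and 2 compared to *pgaI*− + TDA. In *pgaR*− the numbers were 5 and 3 compared to WT, and 4 and 4 compared to *pgaI*− + TDA.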

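Among the genes of Table S1 used here, 7 belong to the COG category cell motility. In each comparison of *pgaI*− or *pgaR*− with WT or with *pgaI*− + TDA, 4 of these 7 were called higher and 1 lower in the mutant. Among the 4, PGA1_c06090 is related to a type II secretion system protein and PGA1_c12720 is a conserved hypothetical protein. The words flagellar, chemotaxis or motility occur in the names of 3 genes, all 3 of which were called higher in these 4 comparisons, also when adjusted over the list alone. PGA1_c18800, a putative flagellar motor switch protein *fliG*, had log2 fold changes of 1.76 (standard error 0.165, adjusted p = 8.21e-05) in *pgaI*− and 2.12 (standard error 0.19, adjusted p = 6.8e-05) in *pgaR*− compared to WT. Its log2 signal was 10.46 ± 0.15 (SD, n = 4) in WT, 12.24 ± 0.15 (SD, n = 4) in *pgaI*−, 12.51 ± 0.12 (SD, n = 4) in *pgaR*− and 10.65 ± 0.31 (SD, n = 4) in *pgaI*− + TDA, with both mutants above the other groups in every culture. PGA1_c09020 and PGA1_c18180, putative methyl-accepting chemotaxis proteins, were not well above background in WT in any measurement. Against the WT background level PGA1_c09020 was at least 3.8-fold higher in *pgaI*− and at least 5.1-fold higher in *pgaR*−, and PGA1_c18180 was at least 1.3-fold and 1.6-fold higher. In *pgaI*− + TDA 0 of the 12 measurements of PGA1_c18180 were well above background. Against the background level there it was at least 1.3-fold higher in *pgaI*− and at least 1.6-fold higher in *pgaR*−. Between *pgaI*− without and with TDA, PGA1_c18180 was called with 3 of the 8 arrays left out in turn and not with the others. This call was also lost under 5 of 18 other ways to process the arrays. Names that point to chemotaxis in other words, chosen after the values were seen, mark 4 genes with differing results. They are not all additions, since PGA1_c16580 is the gene of the category cell motility counted above as lower. Of the 4 genes, PGA1_c05150 (chemoreceptor *mcpA1*) was called higher in all 4 comparisons and the chemoreceptor PGA1_c14110 in 2. PGA1_c11800 (chemoreceptor *mcpA2*) was called in none, and PGA1_c16580, with CheR and CheB-like domains, was called lower in all 4, with log2 fold changes of -1.67 in *pgaI*− and -1.63 in *pgaR*− compared to WT. Its call was lost between *pgaI*− without and with TDA under 4 of 18 other ways to process the arrays and with 4 of the 8 arrays left out, and between *pgaR*− and *pgaI*− + TDA under 3 and with 2.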

In all comparisons the largest COG up-regulated in the mutants is cell motility, comprising always 32 genes, including several genes encoding for chemotaxis- and motility-associated proteins. Thus, QS down-regulates motility and chemotaxis genes in the WT. The differential expression of motility genes was verified by qRT-PCR using the *flaF* gene, encoding for the flagellar protein FlaF, as target^26^. This analysis showed that *flaF* gene expression is down-regulated by TDA only in *pgaI* ^*−*^, but not in *pgaR* ^*−*^ (Fig. S2A), indicating that TDA mediates QS only in the presence of the AHL regulator.

**Figure 2:**
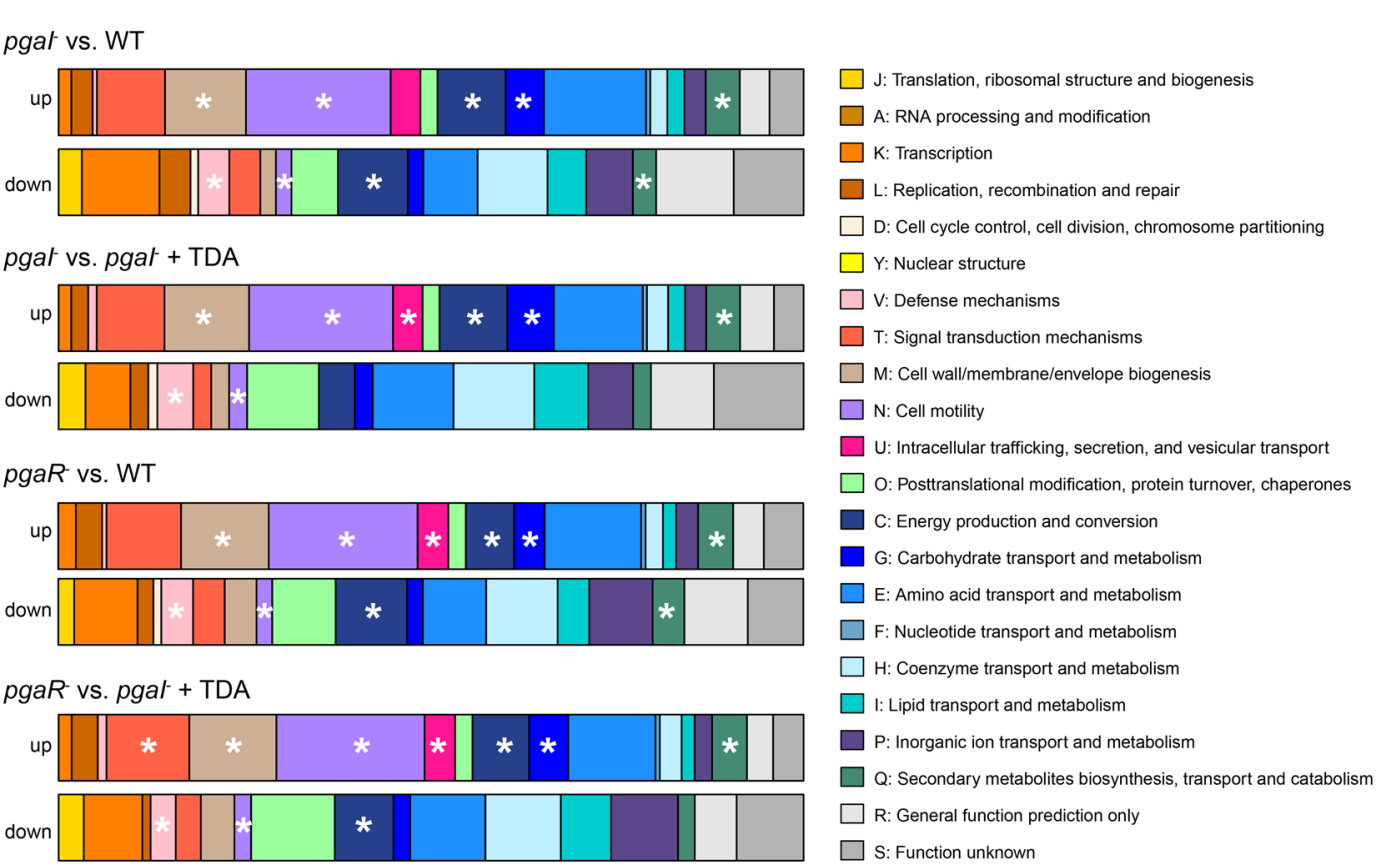
Functional groups of differentially expressed genes of WT and mutants of *P. inhibens* according to the database of clusters of orthologous groups of proteins (COGs). Up- and down-regulated COGs of each mutant strain with respect to gene expression of the *P. inhibens* WT or the *pgaI* mutant + TDA. Asterisks indicate significantly enriched COG categories. Data for each of the AHL mutants compared to the WT or *pgaI* ^*−*^ + TDA show that the same functional COG categories are up- or down-regulated in a similar number of genes.

Motility assays in soft agar and in liquid medium validated the observation of a down-regulation of the expression of motility genes. Motility experiments in soft agar revealed that *pgaI* ^*−*^ and *pgaR* ^*−*^ were more motile than the WT (Fig. 3A). Furthermore, average swimming speed was measured in liquid medium at the single-cell level (Fig. 3B) to investigate the effect of sub-inhibitory concentrations of exogenous TDA on the motility of the mutants. WT cells swam at 15.9 ± 1.6 µm/s, whereas cells of *pgaI* ^*−*^ and *pgaR* ^*−*^ moved significantly faster, with a speed of 24.2 ± 4.7 and 20.2 ± 2.9 µm/s (*p* < 0.0001), respectively. Cells of *pgaI* ^*−*^ supplemented with exogenous TDA showed a significant reduction in motility (19.3 ± 1.0 µm/s, *p* < 0.0001). In contrast, *pgaR* ^*−*^ cells with exogenous TDA (*pgaR* ^*−*^ + TDA) showed no significant reduction in speed compared to *pgaR* ^*−*^ cells (*p* = 0.44). Both the molecular and the phenotypic data consistently show that motility is down-regulated by QS, which in turn is mediated by AHL and TDA, only in presence of the AHL regulator.

**Figure 3:**
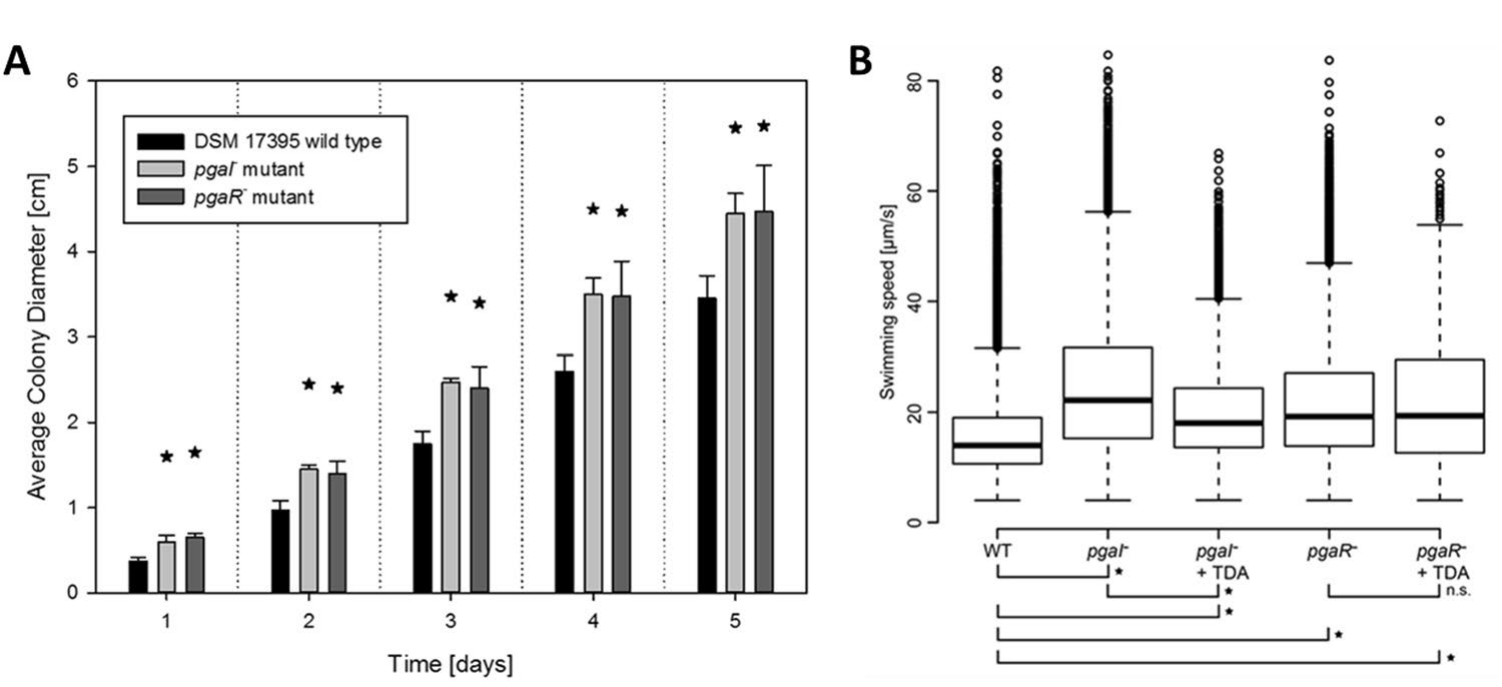
Cell motility tests of the *P. inhibens* WT and the *pgaI* and *pgaR* mutants. (**A**) Motility indicated by colony diameter on soft agar plates over five days. Asterisks indicate significant differences of the mutants compared to the WT on the same day (*p*-value < 0.05). (**B**) Distribution of swimming speeds of individual cells (>1926 trajectories) in liquid MB medium represented as boxplots for *P. inhibens* WT, the *pgaI* ^*−*^ and *pgaR* ^*−*^, and both mutants with 1.5 µM TDA added to the medium (*pgaI* ^*−*^ + TDA and *pgaR* ^*−*^ + TDA). Asterisks indicate significant differences between different strains and conditions, n.s. =not significant (*p* < 0.0001).

Another COG category down-regulated by AHL- and TDA-mediated QS comprises genes for cell wall/membrane/envelope biogenesis, in which 19 to 25 genes were differentially expressed (Table S1). This includes genes known to play crucial roles in attachment, surface colonization and maintenance of biofilm integrity, e.g., PGA1_c09700, encoding for an N-acetylglucosamine deacetylase and PGA1_c05260, encoding for a sugar transferase, associated with the exopolysaccharide production protein ExoY^27, 28^. 

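Of the genes of Table S1 used here, 90 belong to the category cell wall/membrane/envelope biogenesis. In “*pgaI*− vs. WT” 9 of them were called higher and 2 lower, in “*pgaR*− vs. WT” 9 and 3, between *pgaI*− and *pgaI*− + TDA 9 and 2, and between *pgaR*− and *pgaI*− + TDA 9 and 3. The genes called higher were largely shared, with 8 called higher in all 4 comparisons out of 10 called higher in any of them.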

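PGA1_c09700 is named *lpxC*, a deacetylase of an N-acetylglucosamine derivative, in Table S1. Its log2 signal was 12.78 ± 0.38 (SD, n = 4) in WT, 15.66 ± 0.22 (SD, n = 4) in *pgaI*−, 15.55 ± 0.17 (SD, n = 4) in *pgaR*− and 13.57 ± 0.65 (SD, n = 4) in *pgaI*− + TDA. The log2 fold change compared to WT was 2.91 (standard error 0.313, adjusted p = 2.16e-04) in *pgaI*− and 2.50 (standard error 0.361, adjusted p = 0.00163) in *pgaR*−, and every culture of the mutants was above every culture of the other groups. Between *pgaI*− without and with TDA it was 2.42 (standard error 0.361, adjusted p = 0.00228), a call that held with 6 of the 8 arrays left out in turn, with log2 fold changes between 2.11 and 2.69. PGA1_c05260, the sugar transferase, was not well above background in any of its 24 WT measurements. It was at least 1.9-fold higher in *pgaI*− (adjusted p = 7.13e-04) and at least 1.6-fold higher in *pgaR*− (adjusted p = 0.00188). These calls held with 6 and 7 of the 8 arrays left out in turn. Of 18 other ways to process the arrays, 1 lost both calls, which was leaving out the background correction. Between *pgaI*− without and with TDA, PGA1_c05260 had a log2 fold change of 1.18 (standard error 0.244, adjusted p = 0.0131) and was not called, and under 6 of 18 other ways to process the arrays it was called. Among these 6 is the looser limit on the adjusted p, which calls it by construction. Between *pgaR*− and *pgaI*− + TDA it was called, with 1.20 (standard error 0.212, adjusted p = 0.00491), a call lost under 3 of the 18 other ways and with 4 of the 8 arrays left out in turn. In *pgaI*− + TDA 1 of its 3 probes was not well above background in any measurement, and with this probe at the background level PGA1_c05260 was at least 2.0-fold higher in *pgaI*− and at least 1.7-fold higher in *pgaR*− than there.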

Down-regulation of this COG group by QS probably reduces biosynthesis of polar polysaccharides associated with cell attachment in *P. inhibens* ^29^. The strong influence of QS on the genes of this COG group became apparent in an air*-*liquid interface coverslip assay, in which both AHL mutants produced significantly more biofilm than the WT (*p* < 0.001) (Fig. S3). A TDA biosynthesis negative mutant also produced significantly more biofilm than the WT, showing the influence of TDA on biofilm dispersion.

The expression of the TDA biosynthesis gene cluster, *tdaA*-*F*, was down-regulated in the transcriptomes of *pgaI* ^*−*^ and *pgaR* ^*−*^ (Table S1). 

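*tdaA* (PGA1_pA00980), the regulator of the gene cluster, had a log2 signal of 12.94 ± 0.05 (SD, n = 4) in WT, 10.46 ± 0.25 (SD, n = 4) in *pgaI*−, 10.28 ± 0.17 (SD, n = 4) in *pgaR*− and 12.68 ± 0.34 (SD, n = 4) in *pgaI*− + TDA. Compared to WT, the log2 fold change was -2.55 (standard error 0.204, adjusted p = 2.8e-05) in *pgaI*− and -2.92 (standard error 0.235, adjusted p = 3.43e-05) in *pgaR*−, and all 4 cultures of each mutant lay under all WT cultures. Between *pgaI*− + TDA and WT it was -0.46 (standard error 0.204, adjusted p = 0.702). Compared to *pgaI*− + TDA, *tdaA* was called lower in *pgaI*−, with -2.09 (standard error 0.235, adjusted p = 3.89e-04), and in *pgaR*−, with -2.46 (standard error 0.204, adjusted p = 3.93e-05). The names *tdaB* to *tdaF* were not found in the annotation used here, so the genes around *tdaA* were read by position. Of the 27 genes from PGA1_pA00780 to PGA1_pA01040, a stretch chosen after its values were seen, 26 were called lower in both mutants compared to WT and to *pgaI*− + TDA. The remaining gene, PGA1_pA00790, was not well above background in any group. The median log2 fold change of the 26 genes was -4.25 in *pgaI*− and -4.26 in *pgaR*− compared to WT, where PGA1_pA00880 and PGA1_pA00890, not well above background in *pgaR*−, entered the latter median with their limits. Between *pgaI*− + TDA and WT limma called 0 of the 27 genes, 2 of which had an unadjusted p under 0.05, and the median of the 26 genes was -0.04.

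**Figure D2:**
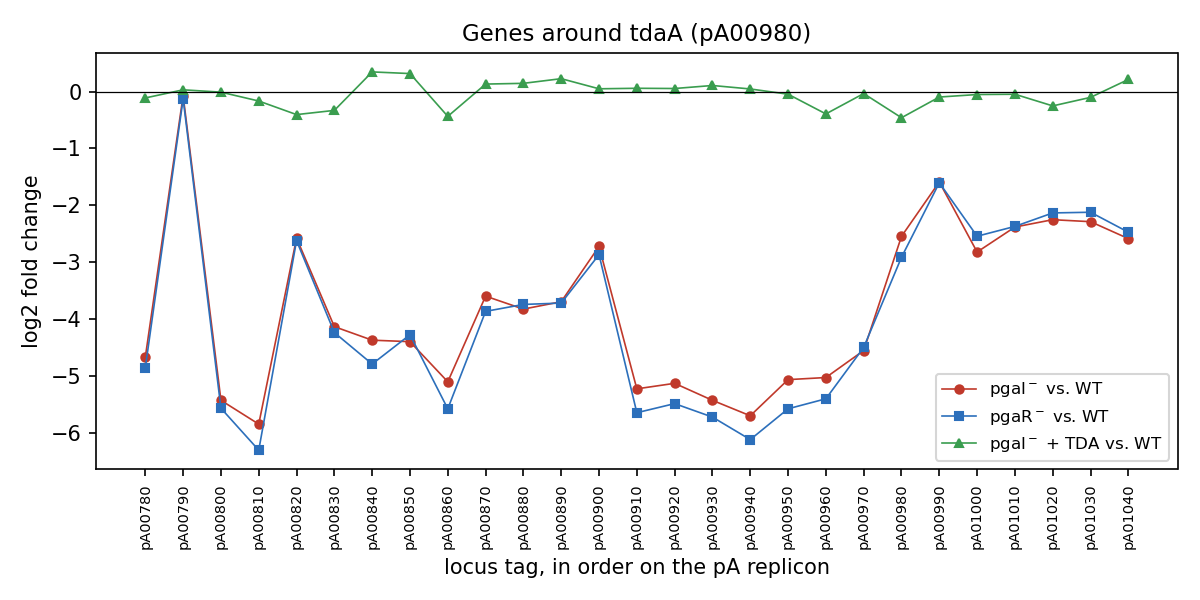
Log2 fold changes compared to WT (y axis) of the 27 genes from PGA1_pA00780 to PGA1_pA01040 in the order of their locus tags (x axis), for *pgaI*− (red circles), *pgaR*− (blue squares) and *pgaI*− + TDA (green triangles). The mutants fall together, with medians of -4.25 and -4.26 over 26 genes, except at PGA1_pA00790, which was not well above background in any group, and *pgaI*− + TDA stays near 0.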

Using qRT-PCR we verified the microarray result using *tdaA* as target gene, which encodes for the transcriptional regulator of TDA biosynthesis^17^ (Fig. S2B). Addition of TDA significantly increased the *tdaA* expression in *pgaI* ^*−*^ (*p* < 0.01), resulting in similar *tdaA* expression in the WT and *pgaI* ^*−*^ + TDA (*p* = 0.28), but did not change *tdaA* expression in *pgaR* ^*−*^ (*p* = 0.38), validating that TDA needs the AHL regulator for gene regulation. Results from antibiotic bioactivity tests strengthened the transcriptomic results, showing that WT and *pgaI* ^*−*^ + TDA exhibited inhibitory bioactivity against *Pseudoalteromonas tunicata*, with zones of inhibition having diameters of 2.14 ± 0.07 cm and 2.08 ± 0.11 cm, respectively (Table S2). In contrast, *pgaI* ^*−*^, *pgaR* ^*−*^ and *pgaR* ^*−*^ + TDA showed no inhibition (Table S2). These results support the findings from the transcriptomic microarray (Figs 1 and 2; Table S1), the qRT-PCR results (Fig. S2), the motility assays (Fig. 3) and biofilm screenings (Fig. S3) in demonstrating that, in presence of the AHL regulator, AHL and TDA regulate, with the exception of only 15 genes which were differentially expressed in the whole transcriptomes of *pgaI* ^*−*^ + TDA compared to the WT, the same global gene expression (Fig. 4).

**Figure 4:**
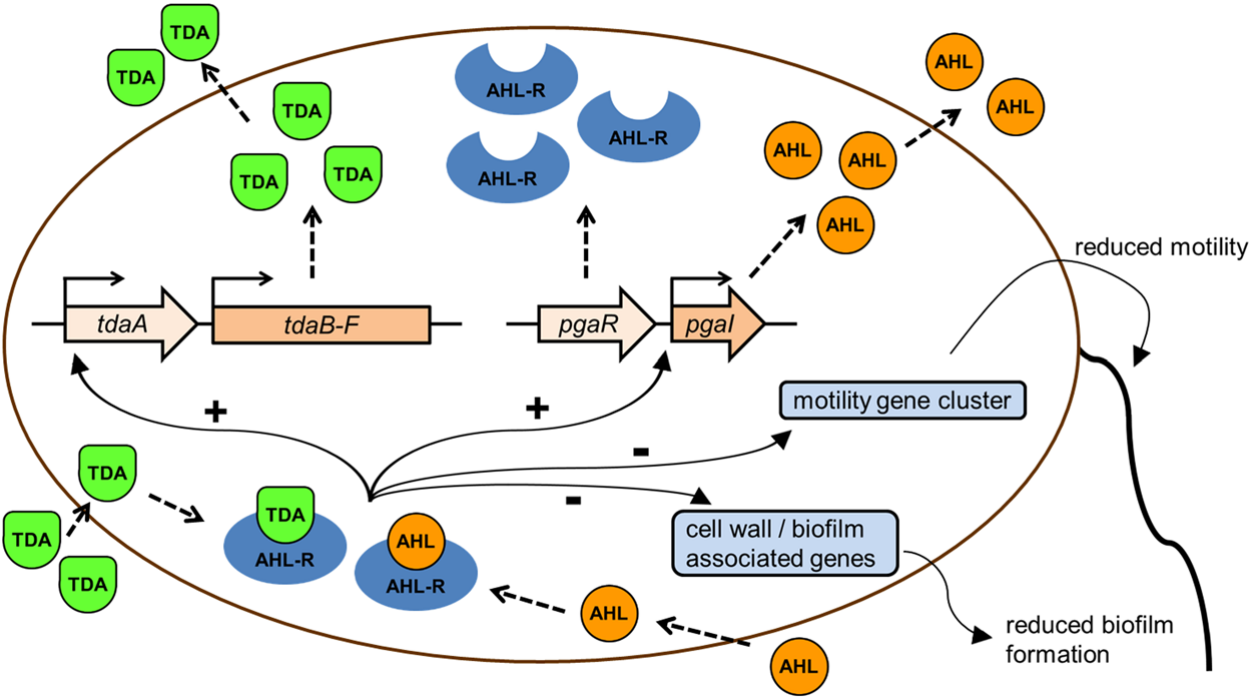
Proposed scheme of quorum sensing signaling in cells of *P. inhibens*. The *pgaR* gene is encoding for the AHL regulator (AHL-R) and *pgaI* for the AHL synthase. AHL as well as TDA molecules interact with the AHL regulator to regulate differential gene expression. QS up-regulates expression of the TDA gene cluster *tdaB-F* and of *tdaA*, an essential transcriptional regulator for the TDA gene cluster, and thus, increases TDA production. Expression of the *pgaI* gene is significantly down-regulated in the *pgaR* mutant compared to WT (Extended Data Table 1), thus upregulated by QS. Therefore, TDA and AHL signaling results in a double positive feedback loop. Genes associated with motility or surface attachment are down-regulated by QS and, consequently, swimming speed and biofilm formation are decreased.

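The *pgaI* transcript was lower in *pgaR*− than in WT, with a log2 fold change of -0.93 (standard error 0.166, adjusted p = 0.00563), and all 4 *pgaR*− cultures lay under all 4 WT cultures. The adjusted *p*-value met the threshold of 0.01 and the absolute fold change did not meet the threshold of 1, so the gene was not called. It was called under 4 of 18 other ways to process the arrays, and the log2 fold change over all 18 lay between -1.60 and -0.60. Among these 4 is the setting with no minimum fold change, which calls the gene by construction. The others used the scanner's processed signals or the authors' processed values, the latter with and without control probes.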

## Discussion

As pharmaceutical drugs, antibiotics are typically used in high concentrations to kill pathogenic bacteria, and research has focused primarily on the killing and growth-inhibitory function of antibiotics. Only in recent years antibiotics were shown to interfere with bacterial cell-to-cell communication, yet, how antibiotics affect differential bacterial responses has not been clarified^3–6^. *Pseudomonas aeruginosa* and related bacteria produce quinolones, some of which exhibit antimicrobial activity, however, some quinolones act as quorum-sensing signal molecules, controlling the expression of many virulence genes as a function of cell population density^30^. Antibiotic activity was also found for (7Z)-C14:1-AHL already in the nanomolar range^31^, but no antagonism of the producing bacteria was observed in inhibition assays and this has so far not been studied further. The data presented here provide to the best of our knowledge the first evidence of an antibiotic that regulates QS like an AHL molecule and demonstrate that bacteria can produce antibiotics that substitute their AHL molecules as global gene regulators.

Our finding that a sub-inhibitory concentration of exogenous TDA is able to mediate QS and to restore WT gene expression only in conjunction with the AHL regulator confirmed that TDA interacts specifically with the LuxR-type transcriptional regulator. How exactly TDA and the AHL regulator interact and co-regulate gene expression remains to be determined. The AHL-based QS is obviously located at a high level in the regulation system of *P. inhibens*, controlling the expression of other signaling molecules. For example, five of seven genes associated with c-di-GMP signaling^24^, including three diguanylate cyclases, were negatively regulated by AHL and TDA (Table S1).

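Among the genes of Table S1 used here, 4 have a name that refers to c-di-GMP or to a diguanylate cyclase. The cyclase-related genes PGA1_c08600 and PGA1_c09440 were called higher in *pgaI*− and *pgaR*− than in WT and than in *pgaI*− + TDA, also when adjusted over the list alone. For PGA1_c08600 the log2 fold change was 1.93 (standard error 0.131, adjusted p = 8.96e-06) in *pgaI*− and 1.91 (standard error 0.151, adjusted p = 2.99e-05) in *pgaR*− compared to WT, and 2.19 (standard error 0.151, adjusted p = 1.69e-05) between *pgaI*− without and with TDA. Its log2 signal was 9.30 ± 0.22 (SD, n = 4) in WT and 11.17 ± 0.05 (SD, n = 4) in *pgaI*−. For PGA1_c09440 the corresponding log2 fold changes were 1.17, 1.20 and 1.31. In every culture of the mutants both genes were above every culture of the other groups. The remaining genes of the list were not called in any of these comparisons. Without background correction, which moved this count most, 0 of the 4 genes were called in “*pgaI*− vs. WT”, where PGA1_c08600 had a log2 fold change of 0.98. In the other 3 comparisons PGA1_c08600 was still called without background correction and PGA1_c09440 was not.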

In our experimental set-up, results based on WT cells represent the active QS system, as cells were harvested from cultures with high cell numbers, reaching the AHL-threshold for QS. In contrast, the AHL mutants simulate an inactive QS system equivalent to gene expression of single cells or low cell numbers^17^. The AHL- and AHL regulator-deficient strains were highly motile and produced strong biofilms, whereas motility and attachment were reduced in the WT (Fig. 3, Fig. S3). This finding reflects the fact that genes involved in motility, chemotaxis and biofilm formation are more highly expressed in single cells with no activated QS to enhance their ability to find new surfaces, attach and form biofilms (“swim-and-attach”). The importance of motility for the surface attachment was reported for another roseobacter, *Silicibacter* sp. TM1040, by Miller and Belas^32^. This strategy likely provides an advantage for *Phaeobacter* spp. to settle on abiotic and host-associated surfaces, explaining its association with diverse marine eukaryotes, including seahorses, scallop larvae and algae^15, 16, 33^. Down-regulation of motility genes at high population densities by QS was also observed in another alpha-proteobacterium, *Sinorhizobium meliloti*, and it was hypothesized that attached cells do not need high motility and can thereby save energy^34^.

Based on our data, we assume that *P. inhibens* grows on a surface until QS is activated (by the AHL and TDA), whereupon biofilm-associated genes are down-regulated, resulting in considerably reduced attachment. In *Ruegeria* sp. KLH11, another member of the *Roseobacter* group, biofilm dispersion is also induced by AHLs. It has been proposed that this prevents aggregation on crowded surfaces and promotes a balanced colonization of host organisms^35^. Dispersal rates play a key role in determining diversity and function over evolutionary timescales^36^. Therefore, our results point to another explanation, suggesting that *Phaeobacter* is “hitchhiking” on migrating hosts like phytoplankton cells, e.g., the cosmopolitan diatom *Thalassiosira rotula*, on which *Phaeobacter* was previously detected^37^, to access new resources. This can be an important dispersal mechanism, which could help to explain the broad geographic distribution of *P. inhibens* ^15, 36^.

Another reason why QS reduces the attachment of a surface colonizer relates to the “Jekyll-and-Hyde” chemistry of *P. inhibens* suggested by Seyedsayamdost *et al*.^38^, describing a shift from mutualism to pathogenesis through the production of algaecides against its algal host. Killing of the aging host provides rapid access to resources released from the algal cell during its lysis, and QS might induce dispersion and re-association with a new, healthy host. The algaecidal precursors phenylacetyl-CoA and tropolone are also precursors and intermediate products for the biosynthesis of TDA^15^. Based on our finding that TDA mediates QS in *P. inhibens*, we propose that QS can mediate the switch from mutualism to pathogenesis and from attachment to dispersion. That the TDA negative mutant produced more biofilm than the WT (Fig. S3) is probably based on the lacking TDA as QS signaling molecule and demonstrates a role of TDA also in biofilm dispersion.

The capability to produce the antibiotic TDA regulated by QS on the one hand, which mediates QS like AHLs on the other hand, implies that in *P. inhibens* AHL and TDA act simultaneously, probably accelerating QS and adaptation processes, for example those relevant in symbiosis. Furthermore, an organism which produces an antibiotic acting as weapon and as a signaling molecule saves on biosynthesis costs^39^. Since TDA autoinduces its own synthesis in different Roseobacters by cross-feeding^23^, it is likely to act in these and possibly other organisms as a global signal for QS. The probiotic activity of *Phaeobacter* spp. was attributed to TDA production^40^, however, future studies now have to show whether the probiosis is based on the antibiotic activity of TDA only or also its signaling function.

The results presented here, together with prior findings that other antibiotics can interfere with cell signaling^4, 8–10^, indicate that antibiotics at sub-inhibitory concentrations may have considerable impact on the microbiome in natural environments. The widespread use of antibiotics in human medicine, agriculture and aquaculture^2, 7, 41, 42^ might have already changed the microbial world through gene expression regulation by antibiotic signaling. The bulk of the actual impact of antibiotics in the environment has not yet been recognized, because of a lack of understanding and consideration for the role of antibiotics at sub-inhibitory concentrations in QS and, potentially more generally, in inter-microbial signaling.

## Methods

### Marine broth (MB) medium

MB medium was made similar to the commercial Marine Broth 2216 medium (BD Biosciences, #279110), but in comparison shows no precipitate. Chemicals [g/L]: Peptone 5.0, yeast extract 1.0, ferric acid citrate 0.1, MgCl_2_ 6H_2_O 12.6, Na_2_SO_4_ 3.24, NaCl 19.45, CaCl 2H_2_O 2.38, KCl 0.55, NaHCO_3_ 0.16, Na_2_HPO_4_ 2H_2_O 0.01, agar 17.7 (for agar plates only). Chemicals were suspended in purified H_2_O and 10 ml/L of trace element solution ([g/L]: KBr 8.0, SrCl_2_ 6H_2_O 3.4, H_3_BO_3_ 2.2, Na_4_SiO_4_ 5H_2_O 0.7, NaF 0.24, NH_4_NO_3_ 0.16), heated while stirring, boiled for at least one minute and autoclaved afterwards.

### Bacterial strains and growth conditions

Organisms used in this study were *Phaeobacter inhibens* DSM 17395 and three mutant strains of DSM 17395, negative for the AHL synthase gene (*pgaI*, PGA1_c03890, i.e. strain WP38: DSM 17395 *pgaI*::Gm; Gm^r^), the AHL regulator gene (*pgaR*, PGA1_c03880, i.e. strain WP52: DSM 17395 *pgaR*::EZTn*5*; Gm^r^), and a TDA biosynthesis gene (*tdaA*, PGA1_pA00980, i.e. strain WP75: DSM 17395 *tdaA*::EZTn*5*; Gm^r^), respectively^17^. Strains were routinely grown in 500 ml baffled Erlenmeyer flasks at 100 rpm at 28 °C (unless indicated otherwise) with 100 ml MB medium, or on solid agar of half-strength MB medium. If required, media were supplemented with antibiotics to a final concentration of 1.5 µM TDA or 52.3 µM gentamicin sulfate. TDA was obtained from BioViotica Naturstoffe GmbH and dissolved in dimethyl sulfoxide. Each culture was inoculated with ~4.5 × 10^6^ cells of a pre-culture in the late exponential growth phase. To study effects on the gene expression, we analyzed samples from four different time points (early, mid and late exponential, and early stationary growth phase) by preliminary cell enumeration and quantitative reverse transcription-PCR (RTqPCR) experiments. We focussed on samples from the late exponential growth phase, based on most pronounced differences between the different cultures. For microarray and RTqPCR analyses (see below) samples of four biological replicates of each strain were harvested in the late exponential growth phase (~4.5 × 10^9^ cells/ml, Fig. S4), because high AHL and TDA concentrations were observed under these conditions^17^.

### Optical densities and cell enumeration

Growth was measured at an optical density at 600 nm (DU520, Beckman Instruments, Fullerton, USA). For cell enumerations, samples of four biological replicates of *P. inhibens* DSM 17395 wild type (WT), the AHL synthase-deficient mutant (*pgaI* ^*−*^), the AHL regulator-deficient mutant (*pgaR* ^*−*^) and of both mutants grown with exogenous TDA (*pgaI* ^*−*^ + TDA and *pgaR* ^*–*^ + TDA), taken at the late exponential growth, were fixed and aggregates dissolved by sonication, as described in Berger *et al*.^17^. Serial dilutions were used for enumeration via an Accuri C6 Flow Cytometer (Beckton Dickinson). Cells were stained with Sybr Green I (Invitrogen) and detected by blue laser excitation at 488 nm and at wavelength absorbtion of 533+/−15 nm. Growth curves and cell enumerations of the cultures of *P. inhibens* DSM 17395 WT, *pgaI* ^*−*^, *pgaR* ^*−*^, and both mutants grown with TDA added to the medium were compared and indicated that sampling for subsequent gene expression experiments and phenotypic screenings of the different strains are based on the same growth stage and with the same numbers of cells (Fig. S4).

### Antimicrobial activity

Antimicrobial activity against *Pseudoalteromonas tunicata* DSM 14096 was examined by agar diffusion tests as described previously^17^. Inhibition by cultures of *P. inhibens* DSM 17395 and the derived AHL-deficient mutants (*pgaI* ^−^ and *pgaR* ^*−*^), grown with or without exogenous TDA was analyzed in triplicates. Inhibitory zones were measured between the paper disks containing sterile filtered supernatants of bacterial cultures and the bacterial lawn of the target strain.

### RNA isolation

RNA was isolated and purified with the RNAprotect kit (QIAGEN) and the RNeasy kit (QIAGEN), following a modified manufacturer’s protocol^43^. Concentration and purity of RNA was determined by Bioanalyzer (Bioanalyzer 2100, Agilent Technologies) and Nanodrop measurements (NanoDrop ND-2000c, Thermo Scientific). To exclude DNA contamination, each RNA sample was controlled by RTq-PCR (without synthesizing cDNA) using primers for amplification of the 16S rRNA gene (Table S3).

### Microarray design

A customized whole genome microarray was designed using the Agilent earray platform (https://earray.chem.agilent.com/earray/). Three probes for each gene were designed to investigate expression of the whole genome (3960 genes) of *P. inhibens* DSM 17395 and the derived mutants, of 26 internal controls (mainly putative housekeeping genes) and 536 Agilent controls, using the Agilent Technologies Design Wizard for a slide with eight arrays (8 × 15 K). Chosen probe features were length of 60 bp, Antisense, 3′ bias, probes layout randomized and best distribution.

### Microarray experiment

Two-color dual-labeled microarray experiments were performed using a loop design (Fig. S5) with four biological replicates for each strain. For labeling, two µg of total RNA was dyed with Cy3 or Cy5 using the Universal Linkage System^TM^ (ULS) according to the manufacturer’s manual. The degree of labeling must have an average of 1–3.6 Cy-ULS molecules per 100 nt (General/Homebrew Protocol, ULS Labeling Kits, Kreatech). 500 ng labeled RNA of two different strains were fragmented and hybridized to a microarray according to Agilent’s Two-Color microarray protocol (1000-ng total weight). Microarrays were scanned using the Agilent DNA Microarray Scanner. Median foreground and background signals of the Cy3 and Cy5 channel were loaded into the R environment (http://www.cran.r-project.org/) and processed using the LIMMA package^44^ of the BioConductor project (http://www.bioconductor.org/). The *p*-values for differential expression were adjusted for false-discovery rate using the method by Benjamini and Hochberg^45^. Only genes with an adjusted *p*-value ≤ 0.01 and an absolute log2 fold change ≥ 1.0 were considered in the subsequent analyses.

### Microarray data

External Databases S1: Raw and processed microarray data have been deposited in the Gene Expression Omnibus database (http://www.ncbi.nlm.nih.gov/geo/) under accession number GSE79173.

### cDNA synthesis

cDNA for quantitative reverse transcription-PCR (qRT-PCR) experiments was synthesized from isolated RNA by Transcriptor First Strand cDNA Synthesis Kit with procedure B (Roche Diagnostics GmbH, Mannheim). For all samples, negative control reactions were performed by excluding the Transcriptor Reverse Transcriptase and the 30 min heating step at 55 °C. Additionally, water as a second negative control and a mix of all RNA samples as a positive control, were used as templates.

### Quantitative reverse transcription-PCR

Verification of differentially expressed genes detected in the microarray experiments was performed by a qRT-PCR calibrator-normalized relative quantification with efficiency correction (E_T_^CpT (C)–CpT (S)^ × E_R_^CpR (S)−CpR (C)^) in the LightCycler^®^ 480II system (Roche Diagnostics GmbH), version 1.5. Relative quantification was performed as described in the LightCycler^®^ 480 Instrument Real-time PCR Protocol for 96-well plates (Operators Manual) by using probes of the Universal ProbeLibrary and specific primer pairs, designed via the Universal ProbeLibrary Tool by uploading the complete target gene sequence (Roche Diagnostics). Standard curves for target and reference genes were created using dilution series with five 10-fold dilutions of a cDNA mix, prepared by cDNA synthesis with a mix of all RNA isolations as a template. A two-fold dilution of this cDNA mix was used as a calibrator. qPCRs for all samples were run with primers for target genes and with primers for the 16S rRNA gene sequence as a reference (Table S3). All values were normalized relative to the calibrator expression performed with the same primers. Water and negative controls originated from the cDNA synthesis protocol were used as negative controls. All results were gained by using three or four biological replicates and shown as calibrator-normalized ratio of target/reference concentrations with efficiency control.

### Air-Liquid Interface Glass Coverslip Assay

Three biological replicates of each strain were inoculated in 20 ml MB medium with an OD^600^ of 0.05 in 50 ml falcon tubes containing glass slides, shaken gently at 10 rpm in a 45° angle. An OD^600^ of 0.05 corresponds for all strains to a cell number of ~1 × 10^8^ cells/ml (cell enumeration was performed by flow cytometry as described above). After two days, glass slides were washed four times with sterile water, biofilms were stained with crystal violet and dissolved in 23 ml modified biofilm dissolving solution (sodium dodecyl sulphate solution dissolved to a final concentration of 10% with 80% ethanol in H_2_O), and optical density was measured at a wavelength of 590 nm and subtracted by values of controls without bacteria^46, 47^.

### Motility test

Swimming motility was tested on soft-agar plates (3 g l^−1^ agar) with 10% MB medium at 28 °C, based on the method of Miller and Belas^32^. Chemicals were dissolved in sterile-filtered natural seawater, sampled in the southern North Sea, Germany (taken at position 54°0′0,0″N 8°9′21,6″E, 4.5 m depth, on 30^th^ September 2011). Motility measurements were done on agar plates, inoculated with cells of the outer ring of previous soft-agar plates with the same medium and culture conditions. Swimming was measured for six days.

Swimming speed was also measured in microfluidic channels using phase-contrast microscopy (Nikon Ti-E microscope; 20×, 0.45 NA objective)^48^. For microfluidic experiments, strains were grown in 15 ml tubes at 30 °C with 3 ml MB medium. Strains were collected at late exponential phase and diluted 5~10 fold in fresh MB media (or fresh MB media with TDA) before single-cell level bacterial tracking. Bacteria were imaged at mid depth in a 120 µm deep polydimethylsiloxane (PDMS) chamber at 17~30 frames/s using Cooke PCO 1600 CCD camera (7.4 µm/pixel). All image analyses and cell trackings were performed in Matlab (The Mathworks) using in-house, automated software to reconstruct cell trajectories and calculate mean speeds^48^.

## Electronic supplementary material

Supplementary Information

Supplementary Table S1

How the deposited data were processed for this re-analysis (not part of the article)

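Gene expression was measured on 8 two-color Agilent arrays with RNA from 16 cultures of *P. inhibens*, 4 of each of the groups WT, *pgaI*−, *pgaR*− and *pgaI*− + TDA (1.5 µM). The paper states that TDA was dissolved in dimethyl sulfoxide, and its text does not say whether the other cultures received this solvent. The group of every culture, its dye and its place in the loop were taken from the sample labels. The arrays form 2 sets of 4, in each of which every group appears once in Cy3 and once in Cy5. All arrays lie on 1 slide and were read in 1 scan, so no slide effect could be fitted.

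The authors deposited the output of the scanner software for every array and a table of processed values. The scanner output holds the median foreground and background intensity of each spot in both dyes, a processed intensity, a ratio and marks for saturated, uneven and well above background spots. Per the file headers, the processed intensities are background subtracted with spatial detrending and dye normalized with a linear and a lowess step by the scanner software, and the log10 ratios are the log10 of the processed Cy5 over the processed Cy3 intensity. The deposited table holds the authors' processed log2 ratio of Cy5 over Cy3 per spot, whose unit was checked against the scanner's ratios. Of the steps of the analysis, the methods state LIMMA, the median signals, the Benjamini and Hochberg adjustment and both thresholds. The paper's text does not name the background correction, the normalization, the way probes were combined or the design matrix. Each array has 15744 spots, 15208 of them for genes and 536 for controls. The gene spots stand for 11670 probes, of which 3538 have more than 1 spot, and these for 3880 genes, 3814 with 3 probes, 25 with 6, 37 with 2 and 4 with 1.

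The choices that follow were set before the data were examined. Median intensities were corrected with normexp and an offset of 50, control spots were then left out, and log2 ratios were normalized by loess within each array. Spots with outlier marks were to be left out, but 0 gene spots carried one and 0 were saturated. Ratios were averaged over the spots of a probe and then over the probes of a gene. A limma model with 3 coefficients, the differences of the mutant groups from WT, was fitted to all 8 arrays, with 5 residual degrees of freedom per gene and 3.42 prior degrees of freedom. The 6 comparisons between groups were taken from this model with empirical Bayes moderation and adjusted after Benjamini and Hochberg within each comparison. Calls needed an adjusted p of at most 0.01 and an absolute log2 fold change of at least 1. Signals per culture come from the single dyes after loess within and Aquantile between arrays, and their SD is over the 4 cultures of a group. For a gene without any measurement well above background in one group, the fold change is given as a limit computed against the background level. For the genes set against Table S1, this was also done for single probes of a gene. The fitted values of such genes enter the calls, correlations and slopes as they are. Correlations of transcriptomes are across genes and carry no *p*-value. The cultures of the groups share numbers in the sample labels, and with signals centred on the group means, cultures of *pgaR*− and *pgaI*− + TDA with the same number on different arrays had correlations of 0.257 to 0.335 (4 pairs), so they were treated as paired in the comparison of splits. The overlaps between comparisons that share cultures were set against 100 simulations of unchanged groups in the same loop, with noise that was independent between genes. After the results were seen, the counts of called genes were also set against data without group differences, made from the residuals of the model, scaled for the degrees of freedom, by changing the sign of whole arrays in 127 ways. The share of called genes per replicon was tested with Fisher's exact test, two-sided. Analyses used R 4.3.3, limma 3.58.1, statmod 1.5.0 and jsonlite 2.0.0.

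The genes named in the text were those the paper names, the neighbours of *pgaI*, the genes with a name that refers to c-di-GMP, the 3 largest rises and 3 largest falls of each comparison with the same direction in both array sets, and all genes called in “*pgaI*− vs. *pgaR*−” and “*pgaI*− + TDA vs. WT”, and the text gives a part of them. Genes singled out by other means are marked as chosen after their values were seen. Gene names and COG categories come from Table S1, of which the first 1973 of 3892 rows were used, so counts by function cover that part only. It leaves out the later part of the chromosome and the genes tracked on pA, so it is not a random sample of the genes. Set tests on the motility genes with camera and fry were to be run on a complete list and were left out for this reason. The qRT-PCR, motility, biofilm and inhibition measurements were not analysed here.

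The model was tested on simulated data with the layout of the arrays, in which 200 of 3880 genes were changed. It called 180 of them in “*pgaI*− vs. WT”, 174 in “*pgaR*− vs. WT”, 172 in “*pgaI*− vs. *pgaI*− + TDA” and 179 in “*pgaR*− vs. *pgaI*− + TDA”, and at most 2 unchanged genes in any of these. All changed genes were given differences above the fold change threshold, and the noise was independent between genes. These counts therefore do not measure the power near the threshold or the false calls where genes vary together.

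The alternatives tried were another normexp offset (16), no background correction, the scanner's processed intensities without loess, centring on the median in place of loess, scale normalization between arrays, outlier-marked spots kept, only probes well above background in at least 4 of the 16 measurements, the median over probes, the authors' processed values, a dye effect, a dye effect per array set as a block, array weights, separate channels with and without the culture number as a replicate block, adjustment over all 6 comparisons together, no minimum fold change, an adjusted p of at most 0.05, and each array left out in turn. The authors' processed values with the control probes kept in the model were added as an alternative after the data had been seen. The lone remaining array of a pair is assumed to vary like the others when an array is left out.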

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

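The tests in this part were all chosen after the results were seen.

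In the comparison of *pgaI*− + TDA with WT, the genes outside those the paper discusses include 2 runs of neighbouring loci that differ from WT by far more than the spread between cultures. In the run from PGA1_c22200 to PGA1_c22580, 7 of 39 genes were called higher with TDA than in WT. Of these, 3 were well above background in some WT measurements and had log2 fold changes of 3.00 to 7.47, the latter for PGA1_c22500 and 5.05 for PGA1_c22210. The other 4 were not well above background in WT in any measurement and were at least 1.2-fold to at least 13-fold higher. In the run from PGA1_pA00300 to PGA1_pA00350, 5 of 6 genes were called lower, with -2.56 for PGA1_pA00300 and -2.35 for PGA1_pA00320. Of the 12 measurements of each with TDA, 4 and 2 were well above background, so these sizes depend on the background level. The same 12 genes differed from WT in both mutants without TDA, 12 of them called in *pgaI*− and 11 in *pgaR*−. These counts depend in part on the processing. The call of PGA1_c22580 in *pgaR*− was lost under 9 of 18 other ways and held with 3 of the 8 arrays left out. That of PGA1_pA00300 in *pgaI*− was lost under 2 of 18 and held with 4 of the 8. PGA1_c22230, not called in *pgaR*−, was called there under 7 of the 18. In the first run the log2 fold changes of the 3 genes detected in WT were 3.14 to 6.85 in *pgaI*− and 2.48 to 6.06 in *pgaR*−. Between *pgaI*− without and with TDA limma called 0 of the 12 genes, and 2 had an unadjusted p under 0.05.

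Several technical explanations are contradicted by the tables. A dye bias would reverse the sign of mutant minus WT between arrays with WT in Cy3 and arrays with WT in Cy5, but for all 12 genes the sign was the same on all 4 arrays that hold a WT culture. WT cultures swapped with cultures of the other groups are argued against by *pgaI*, which was higher in each of the 4 WT cultures than in every culture of the other groups. This does not exclude that all WT cultures came from another strain. The background correction and normalization are argued against as the whole cause by 7 other ways to process the arrays, under which at least 7 of the 12 genes were still called in *pgaI*− + TDA compared to WT. The lowest number came without background correction.

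What stays open is why WT differs from all mutant cultures alike. Loss of the region PGA1_c22200 to PGA1_c22580 from the WT cultures is one candidate explanation. In WT 12.5% of the measurements of the 32 genes of this run that were not called were well above background, but the percentage was also low in *pgaI*− (24), *pgaR*− (25.8) and *pgaI*− + TDA (19.3), so these genes cannot be told apart into lost and silent ones. Another is that the genes respond to the AHL and not to TDA, and another a difference between WT and both mutants that has nothing to do with AHL signalling, such as the strain background, the resistance marker or gentamicin in the medium. Under either of these, TDA would leave the genes where they are in *pgaI*−, and 0 of the 12 genes were called between *pgaI*− without and with TDA. Under some alternatives 2 of them were called there, PGA1_c22500 without background correction (-1.16) and in both separate-channel fits, and PGA1_pA00300 in both separate-channel fits, with array weights (1.09) and with 1 array left out. Both then lie further from WT with TDA, which goes against TDA leaving these 2 genes in place. Neither explanation is decided by this, so these explanations cannot be told apart by the design, which has no WT culture with a marker and no mutant culture with added AHL.

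Of the 3 *pgaR* probes, 1 had a log2 difference of 2.13 between *pgaR*− and WT, while the others had 0.12 and -0.29. The paper's text does not report on single probes. Noise of single spots is argued against, since every spot of this probe was higher in each of the 4 *pgaR*− cultures than in all cultures of the other groups. More transcript of the whole *pgaR* gene is argued against by the other probes, the larger of whose differences was 0.12. A transcript that covers only a part of the gene, such as one starting in the inserted transposon, may explain the pattern, but the place of the insertion and of the probes was not compared, so this was not tested.

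The cultures of 6 genes were also searched for single outlying values, and 0 of the 24 groups of 4 cultures had one by Dixon's test, where chance gives about 1 in 20.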

How the results depend on the processing

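The authors' processed values with the control probes kept in the model were chosen as an alternative after the data had been seen, and the other alternatives before. None of the slopes, correlations or odds ratios reversed. The balance of directions in “*pgaI*− + TDA vs. WT” (7 higher and 11 lower) turned with scale normalization between arrays (8 and 5) and without either array that holds both groups (5 and 3). Over the alternatives other than leaving out arrays, the count of called genes lay between 213 and 466 for “*pgaI*− vs. WT” (354 as reported), 197 and 474 for “*pgaR*− vs. WT” (306), 0 and 3 for “*pgaI*− vs. *pgaR*−” (1), 13 and 40 for “*pgaI*− + TDA vs. WT” (18), 178 and 492 for “*pgaI*− vs. *pgaI*− + TDA” (283), and 192 and 404 for “*pgaR*− vs. *pgaI*− + TDA” (309).

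Leaving out the background correction lowered most counts by more than 1.5 times, to 213, 197, 0, 178 and 192 genes in “*pgaI*− vs. WT”, “*pgaR*− vs. WT”, “*pgaI*− vs. *pgaR*−”, “*pgaI*− vs. *pgaI*− + TDA” and “*pgaR*− vs. *pgaI*− + TDA”. Of these, 212, 197, 176 and 192 were among the genes reported for the comparisons with more than 1 gene. The genes shared by “*pgaI*− vs. WT” and “*pgaR*− vs. WT” fell to 186, those shared by “*pgaI*− vs. *pgaI*− + TDA” with either to 163 and 154, and 0 of the c-di-GMP genes were called in “*pgaI*− vs. WT”, while PGA1_c08600 kept its call in the 3 other comparisons of a mutant with WT or *pgaI*− + TDA. Without this correction the background stays in both channels and shrinks the log2 ratios by construction.

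With array weights the counts rose to 474 in “*pgaR*− vs. WT”, 2 in “*pgaI*− vs. *pgaR*−”, 40 in “*pgaI*− + TDA vs. WT” and 492 in “*pgaI*− vs. *pgaI*− + TDA”, and 295, 1, 18 and 273 of these were among the genes reported. The estimation of the weights did not converge (they ran from 0.19 to 6.02), so these counts say little. With separate channels 28 genes were called in “*pgaI*− + TDA vs. WT” and 436 in “*pgaI*− vs. *pgaI*− + TDA”, of which 17 and 273 were among those reported. With separate channels and the replicate block the latter count was 448, with 277 shared. In the separate-channel fits the estimation of the correlation within spots reached its iteration limit, with 1 warning without and 27 with the replicate block, which limits these counts. Whether the culture numbers used as that block mark paired cultures is not settled. With signals centred on the group means, cultures with the same number on different arrays had a correlation above 0.1 in 10 of 12 pairs without WT (0.065 to 0.509), among them all 4 of *pgaR*− and *pgaI*− + TDA, and in 1 of 8 pairs with WT (-0.211 to 0.399). Without WT, the correlation was above 0.1 in 3 of 12 pairs that share the dye and not the number, and in 0 of 8 that share the array set and not the number, which argues against either alone. Without WT, equal numbers mean that both are shared, which cannot be separated from the number. With WT, cultures of equal number share the array set but not the dye. These pairs had a mean correlation of 0.034, against 0.294 without WT. Whether the dye or the group makes this difference cannot be told, since the order of the dyes differs only for WT. With the block 397 genes were called in “*pgaR*− vs. *pgaI*− + TDA”, less than 1.5 times the count reported. The causes of the higher counts were not tested.

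Scale normalization between arrays left 0 genes in “*pgaI*− vs. *pgaR*−”, called 1 c-di-GMP gene in “*pgaI*− vs. WT” (both in the comparisons with *pgaI*− + TDA) and gave a slope of 0.728 for the effect of TDA against that of *pgaR*, in place of 0.836. The single gene of “*pgaI*− vs. *pgaR*−” was also not called with the median over probes (0 genes) and with a dye effect per array set (0 genes), while adjustment over all 6 comparisons called 3 genes. With limma, 131 genes had an unadjusted p under 0.05 in that comparison as reported, fewer than the share of about 0.05 of the genes tested that chance alone would give. The causes were not tested. Keeping spots with outlier marks moved nothing, since no gene spot carries one, and so tests nothing, and a block for the slide was not run because there is only 1 slide.

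With each array left out in turn, the counts ranged from 238 to 374 in “*pgaI*− vs. WT”, 246 to 327 in “*pgaR*− vs. WT”, 0 to 2 in “*pgaI*− vs. *pgaR*−”, 8 to 19 in “*pgaI*− + TDA vs. WT”, 200 to 321 in “*pgaI*− vs. *pgaI*− + TDA” and 273 to 340 in “*pgaR*− vs. *pgaI*− + TDA”. The count of 8 came without either array that holds *pgaI*− + TDA and WT, and all 8 genes were among the 18. Fewer arrays lower the power of the test by construction.

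The correlations of transcriptomes depend on the genes used. With only the 380 genes called in a mutant compared to WT, the Pearson correlations were 0.1665 for WT and *pgaI*−, 0.124 for WT and *pgaR*−, 0.936 for WT and *pgaI*− + TDA, 0.9649 for the mutants, 0.2939 for *pgaI*− and *pgaI*− + TDA, and 0.2508 for *pgaR*− and *pgaI*− + TDA. With only the 3709 genes left by the filter on dim probes, 0.7879, 0.7802, 0.8119 and 0.8114 were found for the pairs of 1 mutant with WT or *pgaI*− + TDA, in the same order. These genes were chosen for their differences in the former case, which lowers the correlation by construction.

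The authors' processed values moved the median of all genes to -0.126 in “*pgaI*− vs. WT” and -0.121 in “*pgaI*− vs. *pgaI*− + TDA”. For the genes tracked one by one, of 7170 values under the alternatives, arrays left out included, 6689 had the same direction and side of the threshold as reported, 217 lost the call and 58 gained it. The other 206 had the opposite direction and were called neither way, among them *pgaR* in “*pgaR*− vs. WT” with the median over probes (-0.05, in place of 0.59). Depth limits the arrays through the background, since between 61.2% and 90% of the gene spots of a culture were well above it.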

Differences from the paper's values

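The paper's log2 fold changes in Table S1 and the values here are on one scale, as no change of log base brings them together. Across the 1973 genes of Table S1 used, the paper's values rose with those found here with slopes between 1.21 and 1.29 and correlations between 0.946 and 0.981 in the 6 comparisons. In the paragraphs below, a setting is said to remove a difference when the value under it lies within 1 residual SD of the model for that gene of the paper's value. The 25 alternatives set before the data were examined include 8 that leave out an array. Keeping outlier-marked spots, adjusting over all comparisons and changing a threshold cannot move a fold change here. Neither can a dye effect, since the loop is balanced for the dyes. That these alternatives do not remove a difference was thus fixed in advance and says nothing.

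For *pgaI* (PGA1_c03890) the log2 fold change in “*pgaR*− vs. WT” was -0.93 here and the paper's value is -1.6. The alternatives that remove this difference are the scanner's processed signals without loess and the authors' processed values, and the other 23 do not. In *pgaI*− and *pgaI*− + TDA 2 of the 3 *pgaI* probes were not well above background in any measurement, so in “*pgaI*− vs. WT”, “*pgaI*− vs. *pgaR*−” and “*pgaI*− + TDA vs. WT” only limits can be set against the paper's values. The same holds for PGA1_c05260 in all comparisons of a mutant with WT or *pgaI*− + TDA, where all 3 probes (WT) or 1 of them (*pgaI*− + TDA) were not well above background. These limits lie under the size of the paper's values and are not counted as differences.

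For the diguanylate cyclase-related gene PGA1_c08600 the log2 fold changes were 1.93 in “*pgaI*− vs. WT”, 1.91 in “*pgaR*− vs. WT” and 2.19 in “*pgaI*− vs. *pgaI*− + TDA”, and the paper's values are 2.78, 2.56 and 3.13. In WT and in *pgaI*− + TDA 7 of its 24 measurements were well above background, so these values also depend on the background level. The scanner's processed signals without loess and the authors' processed values remove these differences, and the other 23 alternatives do not. For PGA1_c09440 the corresponding values were 1.17, 1.20 and 1.31, with 15 of 24 measurements well above background in WT and 14 in *pgaI*− + TDA, and the paper's values are 1.57, 1.54 and 1.78. The same 2 alternatives remove these differences, for the comparisons with WT also the median over probes, and the remaining ones do not.

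The authors' processed values with the control probes kept in the model, a setting chosen after seeing the values, gave log2 fold changes within 0.005 of Table S1 for all 1973 genes in the 6 comparisons and so remove all of these differences. Under it 408, 326, 1, 15 and 297 genes were called in “*pgaI*− vs. WT”, “*pgaR*− vs. WT”, “*pgaI*− vs. *pgaR*−”, “*pgaI*− + TDA vs. WT” and “*pgaI*− vs. *pgaI*− + TDA”.

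The paper calls *pgaI* lower in the *pgaR* mutant than in WT. Here its fall passed the *p*-value threshold and not the fold change threshold. It was called with the scanner's processed signals without loess, with the authors' processed values (with the control probes too) and with no minimum fold change. The paper gives PGA1_c05260 as an example of envelope genes that are down-regulated by the AHL and TDA. It was called here in both mutants compared to WT but not in “*pgaI*− vs. *pgaI*− + TDA”, where its adjusted p was 0.0131. In “*pgaR*− vs. *pgaI*− + TDA” it was called (adjusted p = 0.00491). In “*pgaI*− vs. *pgaI*− + TDA” it was called with a dye effect, a dye effect per array set, array weights, separate channels with or without the replicate block, an adjusted p of at most 0.05, and without the *pgaR*− and *pgaI*− + TDA array of replicate 1. It was not called there with the authors' processed values, with or without the control probes. With the control probes kept, the setting that gave the fold changes of Table S1, its call in “*pgaR*− vs. *pgaI*− + TDA” was lost too. The missing call is thus not a difference from the authors' own values.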

Other observations

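The counts of called genes over other splits of the cultures, and the share of called genes by replicon, were set before the results were seen. The tests with changed signs of residuals, with runs of neighbouring genes and with splits that separate paired cultures were chosen after.

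For each comparison, the 8 cultures were also split into other groups of 4 and 4, the other cultures keeping their labels. Of 35 splits, 1 could not be fitted in each comparison, which leaves 34. In “*pgaI*− vs. WT”, “*pgaR*− vs. WT”, “*pgaI*− + TDA vs. WT”, “*pgaI*− vs. *pgaI*− + TDA” and “*pgaR*− vs. *pgaI*− + TDA”, 1 of the 34 splits, the real one, gave as many calls. Splits that mix the groups carry the group differences in their residual spread, which lowers their own counts, so the splits alone do not exclude chance. The spread between cultures of one group was therefore also tested with the residuals of whole arrays, whose signs were changed in 127 ways. In the comparisons above, in that order, these data without group differences gave at most 2, 79, 0, 79 and 31 calls, fewer than the real data in every case, so chance can be excluded as the source of these counts. In “*pgaR*− vs. *pgaI*− + TDA”, where cultures with the same number vary together, 7 splits separate all 4 pairs of them. The real one called 309 genes and the others at most 2, but 7 splits cannot give a share under 0.143, so these splits decide nothing. In “*pgaI*− vs. *pgaR*−”, 2 of the 34 splits gave at least as many calls as the real one, and the other of them gave 4. With changed signs 21 of the 127 sets gave at least 1 call and at most 17, so for a count of 1 gene chance cannot be excluded. This concerns the count and not *pgaI* itself, which is interrupted in *pgaI*− and was lower in each of the 4 *pgaI*− cultures than in every *pgaR*− culture (adjusted p = 0.00286).

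In “*pgaI*− vs. WT” the called genes were not spread evenly over the replicons. Of 239 genes on pA, 56 (23.4%) were called, 24 higher and 32 lower in *pgaI*−, with an odds ratio of 3.43 against the other replicons (Fisher's exact test, two-sided, adjusted p = 2.36e-11). On the chromosome 293 of 3533 genes (8.3%) were called (odds ratio 0.42, adjusted p = 4.54e-07). On pB 2 of 61 genes and on pC 3 of 47 were called (adjusted p = 0.229 and 0.797). Neighbouring genes are not independent. With each run of neighbouring genes called in the same direction counted once, 13 of 196 units on pA (6.6%) and 190 of 3533 on the other replicons (5.4%) were called, an odds ratio of 1.25 (Fisher's exact test, two-sided, p = 0.419). Only called genes are merged in this way, so the units depend on the calls and the value decides nothing. Whether neighbouring genes called together, among them the stretch around *tdaA*, account for the higher share on pA cannot be told apart from a higher share of separate genes. No other biological explanation was tested.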
